# Sox9 Duplications Are a Relevant Cause of Sry-Negative XX Sex Reversal Dogs

**DOI:** 10.1371/journal.pone.0101244

**Published:** 2014-07-10

**Authors:** Elena Rossi, Orietta Radi, Lisa De Lorenzi, Annalisa Vetro, Debora Groppetti, Enrico Bigliardi, Gaia Cecilia Luvoni, Ada Rota, Giovanna Camerino, Orsetta Zuffardi, Pietro Parma

## Abstract

Sexual development in mammals is based on a complicated and delicate network of genes and hormones that have to collaborate in a precise manner. The dark side of this pathway is represented by pathological conditions, wherein sexual development does not occur properly either in the XX and the XY background. Among them a conundrum is represented by the XX individuals with at least a partial testis differentiation even in absence of SRY. This particular condition is present in various mammals including the dog. Seven dogs characterized by XX karyotype, absence of SRY gene, and testicular tissue development were analysed by Array-CGH. In two cases the array-CGH analysis detected an interstitial heterozygous duplication of chromosome 9. The duplication contained the *SOX9* coding region. In this work we provide for the first time a causative mutation for the XXSR condition in the dog. Moreover this report supports the idea that the dog represents a good animal model for the study of XXSR condition caused by abnormalities in the SOX9 locus.

## Introduction

Gonadal differentiation in mammals is initiated, controlled, and regulated by the coordinated action of several genes and hormones.

During the last two decades many genes involved in this process have been identified [1], and in recent times, epigenetic factors have also come into play [2].

The scepter of power remains firmly in the hands of *SRY,* the sex determination key gene [3] located on the Y chromosome that is necessary and sufficient to induce the primordial undifferentiated gonad to develop into a testis [4]. In the absence of *SRY*, that is in the XX embryos a different set of genes is activated, and the undifferentiated gonad becomes an ovary [5]. *SRY* role takes place in a short period of timeand ceases after the activation of *SOX9*. This gene is a main actor in testis differentiation and in several other embryogenetic fields [6]. Normally this process follows well-defined tracks: the XY embryos develop the testis and a male phenotype, while the XX embryos develop ovaries and a female phenotype. However, this complex process can result in the appearance of developmental errors on account of the discordance between the chromosomal, gonadic, and phenotypic sex.

One of the most interesting issues is represented by the XX sex-reversal cases. In humans most of them do have the SRY gene that is transposed to the tip of Xp due a recurrent Non Allelic Homologous Recombination between of PRKX and PRKY in a particular Y haplotypic background [7]. However, in both humans and other mammals SRY-negative XX males have been observed displaying testicular tissue, with or without ovarian tissue. It has been observed, at least in pig, that in these cases *SOX9* gene is surprisingly activated in the absence of *SRY* [8]. Subjects with XX sex reversal have been observed in different species: human, pig, goat, llama, dog, and horse [9]–[14]. In the dog this pathology appears with a relatively high frequency compared to the other species and has been described in various breeds [15]. XX sex-reversal in dogs can show a very different structure of gonads, ranging from bilateral testis to one ovo-testis and one ovary. With regard to the causes of occurrence of this anomaly in different species, to date, only three genetic causes have been identified: *FOXL2* in goat [16] and *SOX9* [17] and RSPO1 [18] in humans. *SOX9* alterations in XXSR cases include duplications, triplications, and reciprocal translocations [17], [19]–[21]. Surprisingly, despite the many cases investigated in XXSR dogs, till date no causative mutations have been reported, but only a linkage for a genomic region has been detected in a single specific pedigree [22].

In this article, we report the molecular analysis of seven XX sex-reversal dogs and we clearly show, for the first time in literature, that two of them carry *SOX9* gene duplication.

## Materials and Methods

### Case Description

Seven dogs from different breeds have been considered in this study: Four of these have already been described, while three are still unreported. Case C2, C9, C10, and C44 [23]–[25] have been previously characterized to show a presence of testicular tissue with a XX karyotype in the absence of the *SRY* gene. The other three cases, C61, C64, and C65, have been characterized in this study.

### Histological Examination

All clinical activities and surgical experiments on the dogs were carried out at the Veterinary Hospital of the University of Milan by veterinary surgeons. During the research no animals were sacrificed. The anesthetic and surgical protocol fulfilled the Federation of European Laboratory Animal Science Association’s recommendations and European Union legislation (Council Directive 86/609/EEC). Blood (1.5 ml) and gonad samples were collected for a routine medical procedure and stored for further analysis. Consistent with Italian regulation (D.L. 116/1992), the owners signed a voluntary consent, for their animals before undergoing surgery. This consent includes the possibility that the removed tissue may be used in scientific researches without economic interest.

After surgical excision of the gonads, they were fixed in 10% neutral buffered formalin for at least three days. For histological examination, several slices of gonads were processed histotechnologically according to standard laboratory procedures, cut at 5 µm, and stained with hematoxylin and eosin [26].

### Cell Cultures and Genetic Analyses

Peripheral blood lymphocyte cultures were performed following the standard procedures [27]. *SRY* gene analysis was performed as reported [23]. Briefly, the entire SRY coding region (GenBank AF107021) was amplified by polymerase chain reaction (PCR) using the following primers: (5′-3′): SRY-Dog-F: ctttccaacttccctccgta and SRY-Dog-R: ggacgtttcgttagccagag. The PCR product was 813 bp long. PCR was performed using AmpliTaq Gold DNA Polymerase (Applied Biosystems) according to the manufacturer’s instructions.

### Array-CGH Analyses

Array-CGH was performed using a custom Agilent Canine Genome CGH Microarray 180 K (Agilent Technologies, Santa Clara, California, USA) and processed as reported [28]. Briefly, 500 ng of purified DNA of a subject and a control, were double-digested with RsaI and AluI for two hours at 37°C. After 20 minutes at 65°C, each digested sample was labeled by the Agilent random primers; labeling was performed for two hours using Cy5-dUTP for the subject DNA and Cy3-dUTP for the control DNA. The labeled products were columns purified and prepared according to the Agilent protocol. After probe denaturation and pre-annealing with 5 µl of Cot-1 DNA, hybridization was performed at 65°C, with rotation for 40 hours. After two washing steps, the arrays were analyzed with the Agilent scanner and the Feature Extraction software (v10.7.3.1). A graphical overview was obtained using the CGH analytics software (v7.0.4.0). The DNA extracted from a normal female (boxer breed) was used as the control in all cases. All experimental data were submitted to GEO repository with the following Series accession number: GSE57137.

### Quantitative real Time PCR

*Sox9* duplications detected by array CGH were confirmed by Real-Time-qPCR with SYBR Green detection (Brilliant II SYBR Green QPCR master mix, Agilent Technologies), using one non-polymorphic marker located within the duplicated region. The primers were designed by using the Primer3 Software online (http://frodo.wi.mit.edu/primer3/), with the following criteria: Amplicon size 80–200 bp, GC content of 20–80%, and melting temperature (Tm) of 59–61°C. The primer sequences are available on request. Real-time detection was performed using the Stratagene Mx3000P. The Real-Time-qPCRs were performed in triplicate for each reaction.

The comparative CT method (ΔΔCT method) was used to discriminate between two and three allele copies of the DNA target sequence (Sox9) in the two dogs (resulted duplicated by a-CGH) relative to five normal control dogs DNA samples. The data have been normalized against two different reference sequences (Abs17, Bglr2).

## Results

All the three new cases, C61, C64, and C65, showed a normal 78,XX karyotype in all the observed metaphases, and PCR analyses confirmed the absence of the *SRY* gene (not shown). Moreover, the histological analyses revealed the presence of testicular tissue in all the three cases, indicating that the male pathway was active during the fetal period in the absence of *SRY.* The testes of Case 61 are composed of testicular parenchyma with absence of the germline. In Cases 64 and 65 the right and left gonads are ovotestes (Figure 1a, b, c, d).

**Figure 1:**
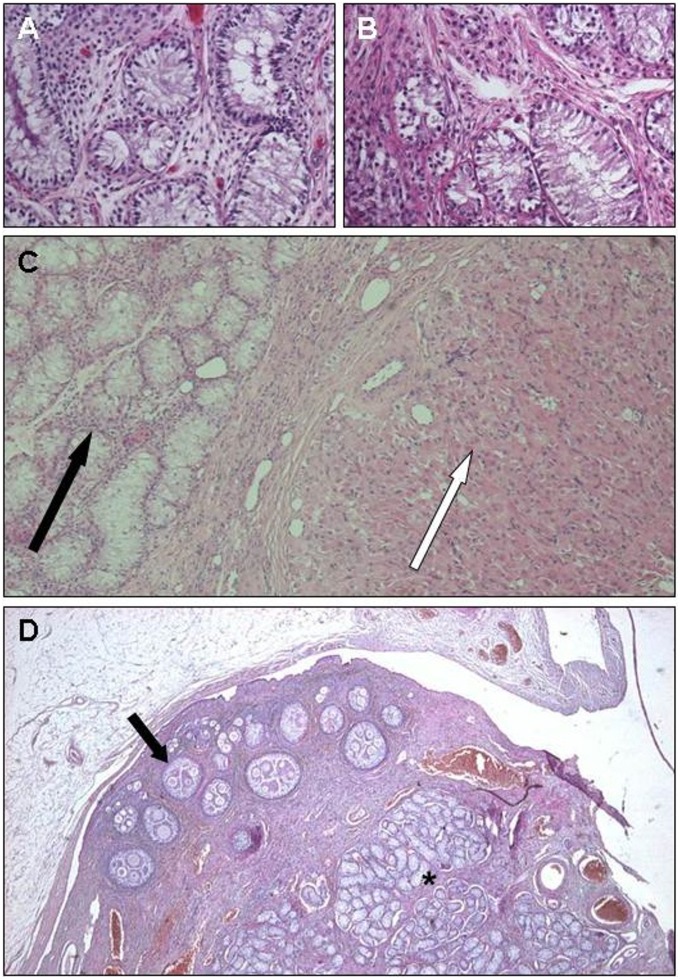
Histological examination of the new cases reported. Case C61: Histologic section of the right (A) and left (B) gonad showing seminiferous tubules with diffuse atrophy of the seminal line. Case C64: Right Ovotestis (C): The gonads were surrounded by ovarian bursa and shown some follicular structures and corpora lutea (white arrow). In the medulla hypoplastic seminiferous tubules were present (black arrow). Case C65 (D): Dog ovotestis. In the gonad, follicular structures including oocytes (arrow) coexist with testicular tubuli lined by Setoli cells (asterisc) (Courtesy of Valeria Grieco, University of Milan).

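Array-CGH sets the DNA of a subject against that of a control on one array, each labelled with its own dye, so that the ratio of both signals at a probe follows the ratio of their copy numbers. Lymphocyte DNA of 7 SRY-negative XX sex reversal dogs was hybridised on 1 array per dog. Case C2 was a mixed breed, C9 a cocker spaniel, C44 a pit bull and C61 a pinscher, and C10, C64 and C65 were pugs. The same boxer female was the control for all of them, so a copy number state of this 1 animal enters every ratio. The dog carried Cy5 and the boxer Cy3 on each array, with no dye swap. The paper gives 2 h for the digestion of the 500 ng of DNA and the sample labels give 1 h. The arrays lay on 2 slides, with C2, C9, C10 and C44 on the first and C61, C64 and C65 on the second. Each array held 180880 features, of which 173934 were spots that are not controls, for 171534 different probes. The median distance between neighbouring autosomal probes was 12637 bp. The authors deposited the scanner output of Feature Extraction, whose processed signals are background-subtracted, corrected for spatial trends and dye-normalized by a linear factor, and a list of called regions for each dog. Here the log2 ratio of the dog's over the boxer's processed signal was taken at each spot. Between 69 and 243 spots per array with an outlier flag were left out, spots of one probe were averaged, and each array was centred on the median of its autosomal probes. All positions are on canFam2. The median background-subtracted signal of the arrays lay between 332 and 500 for the dogs and between 151 and 283 for the boxer, and at most 581 spots of an array were not well above background. The noise between neighbouring probes, as an SD of log2 ratios, was 0.30 in C9 and between 0.16 and 0.22 in the other dogs. With 1 array per dog there are no replicates, so the error given for the mean of a region is the SD of the means of non-overlapping autosomal windows with as many probes on the same array, leaving out the windows that touch the regions of Table 1. Gains and losses were called by a recursive search for the interval whose summed log2 ratio is largest against the noise, with a threshold of 6, at least 3 probes and an absolute mean log2 ratio of at least 0.25. This is the family of methods to which the ADM-2 algorithm named in the deposited lists belongs. The authors ran ADM-2 with a threshold of 5 and the same minimum of probes and of mean ratio, after a GC correction that was not repeated here.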

The results of array-CGH in the seven cases analyzed are listed in Table 1.

**Table 1:** List of CNVs identified with array-CGH in the seven cases with the indication of their code, type, location and size (CanFam2 assembly).

Casecode	CFA	DEL/DUP	CNVcode	Logratio	Size Kb	Lastunaffectedbp	Firstaffectedbp	Lastaffectedbp	Firstunaffectedbp	AlreadyDescribed(Y/N)	Genes
C2	9	DEL	1	−0.7	459	20,436,097	20,465,561	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,562,129	21,574,304	Y	
C9	9	DEL	1	−0.8	459	20,439,097	20,465,561	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,562,129	21,574,304	Y	
C10	9	DUP	3	0.5	577	10,414,955	11,016,965	11,593,933	12,062,144	N	SOX9
	9	DUP	4	0.3	414	19,864,938	20,022,338	20,436,297	20,447,061	Y	
	9	DEL	1	−0.75	458	20,447,061	20,465,561	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,574,304	21,589,624	Y	
C44	9	DUP	3	0.57	577	10,414,955	11,016,965	11,593,933	12,062,144	N	SOX9
	9	DEL	5	−0.9	1300	19,766,692	19,819,256	21,119,179	21,292,889	Y	
C61	9	DEL	6	−0.8	809	20,097,414	20,115,306	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,562,129	21,574,304	Y	
C64	9	DEL	6	−0.8	809	20,097,414	20,115,306	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,562,129	21,574,304	Y	
C65	9	DEL	6	−0.8	809	20,097,414	20,115,306	20,924,123		Y	
	9	DUP	2	0.5	541		21,021,894	21,562,129	21,574,304	Y	

CNVs were checked for occurrence in the Database of Genomic Copy Number Variants in the dog genome (http://dogs.genouest.org/LUPA.dir/CNV.html) and in several papers [29]–[33].

In cases C10 and C44, the array-CGH analysis detected an interstitial heterozygous duplication of chromosome 9, of 577 Kb (from 11,016,965 to 11,593,933; all data are referred to CanFam2 genome assembly) (Figure 2). 

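The 46 probes from 11016965 to 11593933 on chromosome 9 had a mean log2 ratio of 0.57 in C10 and 0.57 in C44, with window errors of 0.05 and 0.05. With 3 copies in the dog against 2 in the boxer, log2(3/2) is 0.58. The other 5 dogs averaged 0.00 ± 0.02 (SD, n = 5) over the same probes and lay between −0.02 and 0.03. Of 3514 autosomal windows of 46 probes outside the regions of Table 1, 1 in C10 and 0 in C44 lay as high as the region did. Gains called elsewhere were not left out of these windows. With loess within arrays the means fell to 0.53 and 0.54, and with normexp background correction they rose to 0.61 and 0.63.

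**Figure D1:**
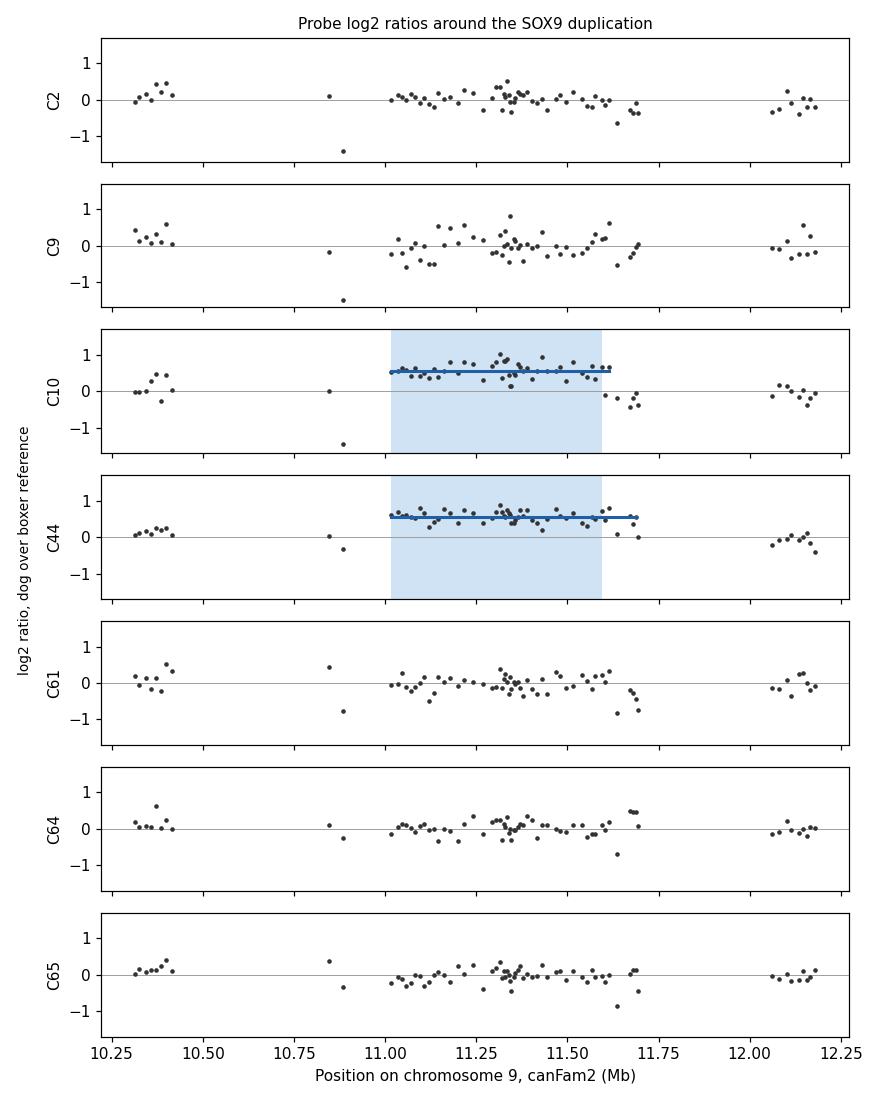
Log2 ratio of each dog over the boxer at the probes around the duplication, against the position on chromosome 9 of canFam2 in Mb, with 1 panel per dog and 1 point per probe. Shading marks the region given in Table 1 and horizontal lines the calls made here at their mean log2 ratio, which cover 48 probes in C10 and 52 in C44; the other 5 panels have no call.

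The gain called in C10 ran from 11016965 to 11614373, over 48 probes and 597 kb between the starts of its first and last probe. In C44 it ran from the same first probe to 11687211, over 52 probes and 670 kb. Both first probes follow a probe at 10885028 that was not part of the call. The next probes after the calls lie at 11636629 in C10 and at 11694493 in C44, so the outer limits are 752 kb in C10 and 809 kb in C44. The probe at 10885028 was low in all 7 dogs, and with dim probes left out, which drops it, the limits were 755 kb and 848 kb. Over the last 3 probes of the gain in C44, the mean log2 ratio was 0.49 in that dog and 0.48 in C64, which has no reported duplication. The end in C10 moved to the last probe of the region in Table 1, for a size of 577 kb, with probes weighted by Agilent's error of the log ratio, with penalised segmentation, with uncentred ratios, with loess and with dim probes left out. Loess also shortened the gain in C44 to 597 kb. The authors' deposited lists give 46 probes with a mean log2 ratio of 0.59 for C10 and 52 probes with a mean of 0.57 for C44, and name no gene at either gain. The position of SOX9 among these probes was not analysed here. The paper states that this duplication contains SOX9, which it checked by PCR. In its Discussion it gives the more severe phenotypes that often go with loss of function as its reason to hold gain of function of SOX9 the most reasonable candidate for the XX sex reversal cases still unexplained.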

The duplication contained the *SOX9* gene. This was confirmed by *reverse transcriptase* (RT)-PCR (Figure 3) and it was never described as c*opy number variation*s (CNVs) in different dog breeds [29]–[33]. The duplicated region was flanked by small, 168 bp, directly oriented repeats of >97,6% sequence identity, suggesting that non-allelic homologous recombination (NAHR) might have mediated these duplications. Furthermore, array-CGH identified several CNVs (data not shown) in our cases; all of them were described as polymorphic in previous dog aCGH reports [29]–[33]. 

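In all, 359 gains and losses were called in the 7 dogs, between 42 in C44 and 60 in C65, of which 182 were gains and 177 losses. C9 had 47 gains and 6 losses, and the other 6 dogs 135 gains and 171 losses. Loess gave 238 gains and 172 losses in the 7 dogs, and normexp 120 and 78. A threshold of 10 in place of 6 left 144 calls and a threshold of 5 gave 605. The authors' deposited lists hold 291 calls, between 29 in C9 and C44 and 55 in C61. Of these, 261 (89.7%, with an exact 95% binomial interval from 85.6% to 92.9%) were covered over at least 50% of their length by a call made here in the same direction, and 266 of the 359 calls (74.1%, from 69.2% to 78.6%) were covered in this way by a deposited call. The share was 39.6% in C9 and 80.1% in the other 6 dogs. The intervals cover counting error only, since dogs share calls. Under the rule for nested calls used at first, which was replaced after its calls had been seen, 81.4% of the deposited calls were covered.
The longest calls outside the regions of Table 1, 2 per dog, included several that other dogs shared. The gain from 5279638 to 5804787 on chromosome 14 was among the longest in C2 and C10, and the mean log2 ratio over its 30 probes was 0.00 in C44 and between 0.42 and 0.86 in the other 6 dogs. On chromosome 8, the gain from 76565817 to 77088298 in C2 had a mean of 0.52 there, 0.10 in C10 and 0.09 in C64, and between 0.51 and 0.74 in the remaining dogs. A wider gain called in C65 started at 76425862 and had a mean of 0.40 there, 0.10 in C10, 0.06 in C64 and between 0.41 and 0.76 in the remaining dogs. On chromosome 26, the 7 probes from 28271939 to 28576460 had a mean of 1.02 in C10, −0.05 in C44 and 0.71 to 0.97 in the other dogs. A longer gain of 1721 kb called in C61 had a mean of 0.26 there, 0.02 in C44 and 0.18 to 0.30 in the other dogs. The loss from 61900190 to 62515898 on chromosome 16 was among the longest calls in C44, as was one from 61902465 in C64, and all 7 dogs were low over its 16 probes, from −0.73 in C2 to −0.47 in C64. The gain of 364 kb from 5544562 on chromosome 8 in C44 had a mean of 0.27, against 0.15 to 0.28 in the other dogs. The gain of 613 kb from 4477808 on chromosome 7 in C64 had a mean of 0.25, which fell to 0.08 with loess within arrays, and C9 was at 0.36 over the same probes. In C9, the noisiest array, the longest calls were gains over 870 probes on chromosome 18, with a mean of 0.26, and over 620 probes on chromosome 10, with a mean of 0.26, which normexp lowered to 0.19 and 0.16. The other 6 dogs lay between −0.01 and 0.08 over both, and the authors' deposited list for C9 holds no call at either. A gain in C61 alone covered 132 probes from 48206995 to 50178841 on chromosome 6, which is 1972 kb, with a mean of 0.78 and −0.13 to −0.02 in the other dogs. A gain in C65 alone covered 56 probes from 32120145 to 32906032 on chromosome 18, with a mean of 0.44 and −0.05 to 0.06 in the other dogs. On that array 2 of 2887 windows of as many probes lay as high, but gains called elsewhere were not left out of these windows. The authors' deposited lists hold the gains of C61 on chromosome 6 and of C65 on chromosome 18, with the same ends and means of 0.79 and 0.45.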

The complex CNV region on CFA9∶19,761,852–21,600,512 has been observed, and reported with slightly different boundaries depending on the array platform used, in multiple studies [29]–[33]. Several CNV patterns have been described: gains or losses across the whole region, gains or losses of only a part of the region or alternate gains and losses within a single individual. The desert region between 20,115,306 and 21,119,179 is orthologous (61.9% of bases, 84.0% of span; http://genome.ucsc.edu/index.html) to the human region chr17∶68,723,331–69,717,418 (genome assembly Hg19), located 500–600 Kb upstream of SOX9, which is suggested to be the human regulatory region critical for gonadal SOX9 expression [20]. It is particularly interesting because, taking into account that the Dog Genome Assembly is a working progress and contains many assembly errors (Rossi E. personal communication), the actual distance between SOX9 and this region within the dog genome could be the same of the human one. A more stable and defined dog assembly will demonstrate the actual distance between the two regions and will help to clarify the related effects. 

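Over the 29 probes of CNV 1, from 20465561 to 20924123, the mean log2 ratio was −0.33 in C2, −0.47 in C9 and −0.41 in C10, with window errors of 0.05, 0.13 and 0.06. The same probes were also low in C44 at −0.32, in C61 at −0.30, in C64 at −0.81 and in C65 at −0.90. Over the 14 probes of CNV 2, from 21021894 to 21562129, C2, C9, C10, C61, C64 and C65 lay between 0.45 and 0.57 with errors of 0.07 to 0.15, while C44 was at −0.09, with the first 8 of these probes between −0.58 and −0.22 and 5 of the last 6 between 0.33 and 0.70. C10 alone had a gain over the 28 probes of CNV 4, with a mean of 0.31 and an error of 0.06. The deletion of C44 (CNV 5) had a mean of −0.35 over 70 probes, with an error of 0.04. That mean covers unlike parts. In C44 the first 4 probes were at −0.56 and the 4 from 20645758 to 20690388 at 0.08. The probes from 20022538 to 20097414 lay between −0.23 and 0.14 in C44. The first 4 were also low in C2 at −0.51, C9 at −0.52 and C64 at −0.46, where Table 1 lists no loss. C10, C61 and C65 lay between −0.05 and 0.08 over them. Over the 52 probes of CNV 6, from 20115306 to 20924123, the mean was −0.35 in C61, −0.65 in C64 and −0.68 in C65, with errors of 0.06, 0.05 and 0.04. The 23 probes of CNV 6 that lie before CNV 1 were near 0 in C2 and C9, at −0.01 and −0.05, up in C10 at 0.29, and down in C44, C61, C64 and C65, between −0.45 and −0.40. Loess lowered the means of all regions listed in Table 1, the most over CNV 2 in C9, which came to 0.24.

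**Figure D2:**
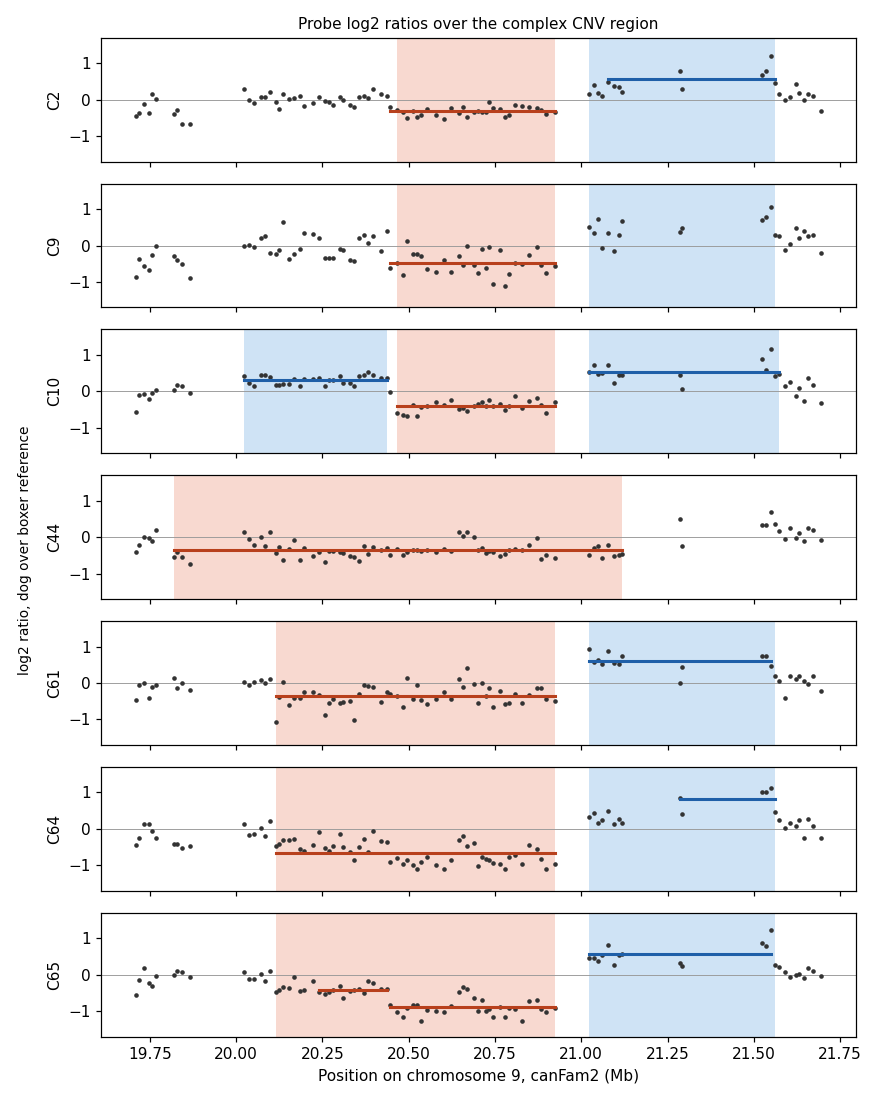
Log2 ratio of each dog over the boxer at the probes of the complex region, against the position on chromosome 9 of canFam2 in Mb, with 1 panel per dog and 1 point per probe. Red and blue shading mark the losses and gains of Table 1, and horizontal lines the calls made here at their mean log2 ratio; C44 has 1 call, a loss, C9 has 1 loss and no called gain, and the other 5 dogs have losses and gains side by side.

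The calls held the same probes as the regions for CNV 1, CNV 2 and CNV 4 in C10, CNV 5 in C44 and CNV 6 in C61 and C64. The loss called in C2 and C9 started 1 probe before CNV 1, at 20447061. No gain was called over CNV 2 in C9. The gain called there in C64 held the 6 probes from 21286072 to 21562188, with a mean of 0.81. In C2 the gain called over CNV 2 held 10 probes, from 21077660 to 21562188. In C61 and C65 it held 13 probes, from 21021894 to 21551293. In C65 the loss fell into 2 calls, of −0.42 from 20239151 to 20436156 and of −0.89 from 20447061 to 20924182.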

As shown in Table 1, in our cases the CNV from CFA9∶19,761,852–21,600,512 has different patterns: complex in cases 2, 9, 10, 61, 64, 65 and simple as a deletion in case 44.

**Figure 2:**
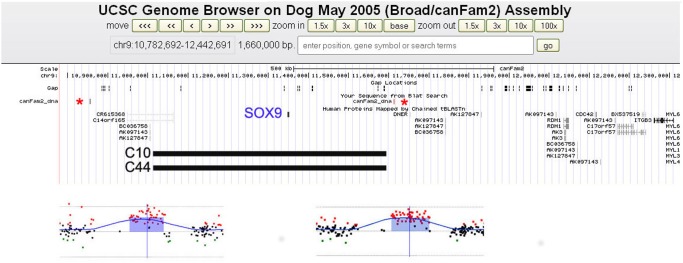
Graphical representation of the SOX9 locus duplications discovered. The figure shows a 1,6(canFam2 assembly) and magnified views of the two SOX9 duplications detected, by array-CGH, in cases C10 (left) and C44 (right), respectively. The shaded areas indicate a gain in DNA copy number (duplication, average log2 ratios: +0, 5) detected by red dots. Asterisks indicate the 168 bp repeats.

**Figure 3:**
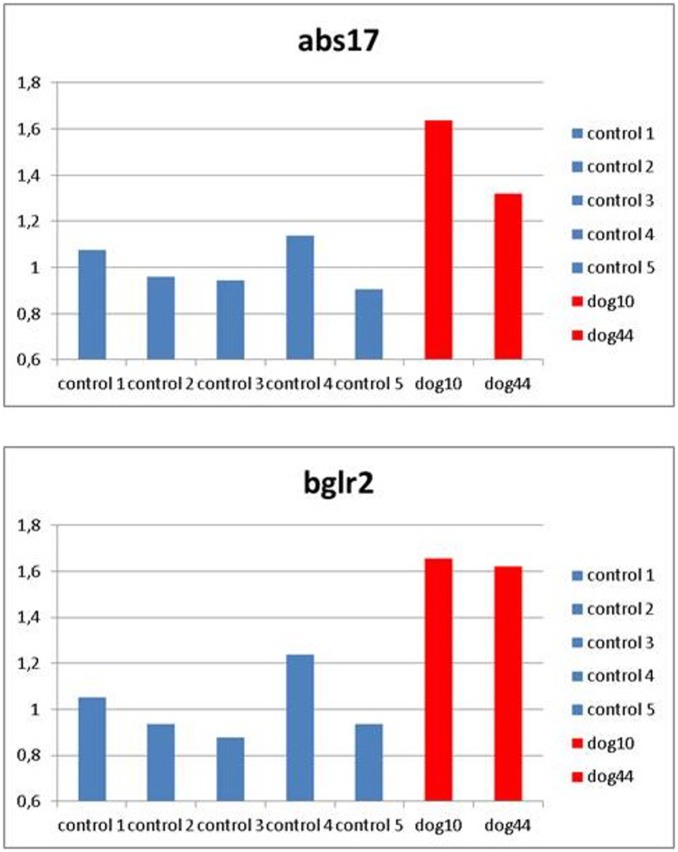
Q-RT PCR results. Histograms represent the copy numbers ratio of a non-polymorphic probe within Sox9 gene in the two duplicated dogs (dog10 and dog44, red bars) relative to five normal control dogs (blue bars). The data have been normalized against two different reference sequences (Abs17, Bglr2).

## Discussion

Genes in the SOX family play a critical role in the sex determination process. *SRY* is the master gene of this process [34] while *SOX9* represents the genetic factor that, activated by *SRY*, starts and regulates testis development. Although *SRY* is mammal-specific (with very few exceptions) *SOX9* plays an important role in bird also [35]. *SOX3* and *SOX8* genes are also involved in the sex determination process [36]–[37]. Chromosomal duplications as well as triplications involving the *SOX9* locus on HSA17q24.3, have been reported to be the causative mutations of the XX sex-reversal condition [38], however, all these duplications/triplications, except one, do not involve the *SOX9* coding region (CDS), but all are located 5′ to this gene. Indeed only the first reported *SOX9* duplication includes the SOX9 CDS [39]. This duplication, characterized by *Variable-Number Tandem Repeat* (VNTR) analyses, is at least 11.7 Mb long and is starts at 9.4 Mb 5′ and ends at 2.2 Mb 3′ of SOX9 CDS.

The mechanism underlying the XXSR condition in the presence of SOX9 duplications is still not clear, although it is clear that a *Sox9* over expression is required to induce the testis development in a XX background.

Therefore all different Sox9 locus duplications must be organized to allow this possibility. The Sox9 transgenic mouse effectively develops the XXSR phenotype. Incidentally, in this case, the gene is under the regulation of a strong promoter, which is able to activate the Sox9 expression in the right place at the right time, also in the absence of *Sry* [40]. *SOX9* is initially expressed in both the developing gonads (XY and XX), but only in the XY gonads its expression increases greatly. This upward regulation is due to *SRY* activation, and later on, to an auto-loop reinforced by additional positive feed-forward signals (Fgf9). In the XX developing gonad the auto-loop is not able by itself to up-regulate *Sox9* expression; moreover, female-specific genes repress additional feed-forward signals.

The analyses of human duplications in XXSR suggest a model of action. In these subjects two CDS SOX9 doses are present (as in normal subject), but the upstream region in one allele is duplicated, and this condition probably induces Sox9 over-expression.

The perturbation of sex determination process may be caused either by gain of function (GOF) or Loss of function (LOF) mechanisms. In the first case male gene (i.e. SOX9 in human and probably in pig) are involved whereas in the second ones female genes are involved (i.e. RSPO1 in human and FOXL2 in goat). In addition, the mechanisms of LOF are often associated with more severe phenotypes that include other abnormalities. For this reason we believe that SOX9 GOF remains the most reasonable candidate mechanism to explain the remaining unexplained XXSR cases in the involved species.

The dog represents a good animal model for the study of this disease because it shows relative high frequencies of XXSR cases and more precisely it can be a valuable model for the study of XXSR cases caused by SOX9 locus duplication.

In addition, the dog could represent an alternative animal model to the mouse considering that it seems to be different from other mammals at least for: a) SRY expression [41]; b) role of TESCO genomic region [42] and gene-dosage sensibility [43].

Unfortunately the genome assembly around the *SOX9* gene in the dog (CanFam3) seems to possess many assembly problems and consequently comparative analyses between this locus and the homolog locus in other species is quite difficult (Rossi E. personal communication).

How the deposited data were processed for this re-analysis (not part of the article)

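The measurements are 2-colour array-CGH on lymphocyte DNA of 7 SRY-negative XX sex reversal dogs (C2, C9, C10, C44, C61, C64 and C65), each on 1 array against the DNA of 1 boxer female. Cases were mapped to arrays by the sample labels, whose region codes on chromosome 9 are those of Table 1 for each dog. Breeds come from the labels. The slide and the position of each array on it come from the scanner output.

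The authors deposited 3 kinds of values. The scanner files of Feature Extraction, in the version the paper names, give the intensity of each spot in both dyes, as the authors' scanner read it and after background subtraction, spatial detrending and linear dye normalization. The same deposited files give the log10 of the processed red over the processed green signal, with an error for it, and the deposited table of the series holds the same log10 ratios. The authors' call lists give the log2 ratio of the probes in called regions on canFam2, made by the ADM-2 algorithm with a threshold of 5, at least 3 probes, an absolute mean log ratio of at least 0.25, a GC correction with a window of 2 kb and centring on the diploid peak. The paper's text does not name these settings.

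From the processed intensities, log2 ratios of dog over boxer were computed. Control spots and spots flagged as outliers were left out, spots of one probe were averaged, and each array was centred on its autosomal median. No loess or quantile normalization was applied, since real copy number differences can shift many probes one way. Dim spots were kept. A region was given its mean over probes, with the SD of window means on the same array as error. Probes are not replicates of a dog, so no p-value was computed for a region of a single dog.

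Calls were made for each dog alone by a recursive interval scan with a threshold of 6, at least 3 probes and an absolute mean log2 ratio of at least 0.25, with the noise taken from differences between neighbouring probes. One detail of the scan was changed after its results had been seen. At first, any interval found inside a call split it, and fragments under 3 probes were dropped, which lost most of a deep loss on chromosome X. In the version used, a nested interval under 3 probes no longer splits the call around it. The calls over the regions of Table 1 were the same under both versions, and the results of the first version are given as an alternative. Another alternative, weights from the error of the log ratio with a threshold of 5, was also added after the data had been examined. Sizes are distances between the starts of the first and last probe.

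A call made here and a deposited call were matched when they had the same direction and at least 50% of the length was covered. Across dogs, limma (lmFit and eBayes) tested the mean log2 ratio against 0, with a Benjamini-Hochberg adjusted p under 0.05 and an absolute mean of at least 0.25. This test leaves out the spread of the reference, which is 1 animal, and without a dye swap it cannot separate an effect of the dye. A second limma test compared the slides, 3 arrays against 4, and all 35 splits of the dogs into 3 and 4 were run in the same way. Comparisons of a single value between slides or breeds used exact two-sided permutation tests over the 35 splits, of which the smallest p is 0.0286.

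The regions named were chosen by a rule written before the data were examined: each region of Table 1, each gene of the paper that the files' annotation gives, 2 calls per dog with the longest span outside Table 1, 5 runs of at least 3 called probes in each direction with the largest mean in the test across dogs, and up to 5 probes of the slide test. The gene columns of the deposited lists name none of the genes of the paper. The loss on chromosome X falls outside the rule and was chosen after its values had been seen.

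The alternatives were normexp background correction with an offset of 50, the log ratio as deposited without centring, loess within arrays, the values of the series table, only probes well above background in both channels, outlier-flagged spots kept, other thresholds, minimum numbers of probes and minimum ratios for calls, weights from the error of the log ratio, penalised least-squares segmentation, other overlaps for matching, and, for limma, each dog left out in turn, array weights, the slide as a fixed or random block and another minimum effect. Normexp used the median spot signals, in place of the mean spot signals first intended, which the files do not hold. Probe sequences were not matched to a genome, and the repeats at the ends of the duplication, the GC content of the probes and the real time PCR were not analysed here.

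The scripts were tested on simulated data. With segments added to independent noise with the SD of C44, the scan found 100% of 54 segments of 5 probes. With the SD of C9 it found 24% of 50 segments of 5 probes, 72.4% of 58 segments of 10 probes and 100% of 57 segments of 30 probes. There were 0 false calls in both. So short calls in C9 have a lower chance of being found. The simulated noise had no slow changes along the chromosomes. On the real array of C9, the means of windows of 46 probes had an SD of 0.125, against 0.045 expected from the noise alone. So the 0 false calls do not bear on long calls. Of 200 probes shifted by 0.6 in all dogs, the limma test against 0 recovered 85.5%, and of 200 shifted by 2.4 between slides the slide test recovered 97.5%, each on 171534 probes and with 14 and 4 false calls. The number of arrays limits the precision of both tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.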

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

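All tests in this part were chosen after the results they concern had been seen, except those of the reference's signal at the CCL7 probes, of the reference's signal over the loss on chromosome X, and of other windows on the arrays of C61 and C65. Comparing the farthest dog with the other 6 was done for 14 measures, and about 1 in 20 such comparisons stands out by chance.

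Over CNV 2, C44 stood apart with a mean log2 ratio of −0.093, against 0.45 to 0.57 in the other 6 dogs. The loss called in C44 runs to 21119179 and so takes in the first probes of CNV 2, and its probes there fall into 2 levels: the first 8, up to that position, lay between −0.58 and −0.22, and 5 of the last 6 between 0.33 and 0.70, with the sixth at −0.25. So the mean does not describe either part, and the last part was high in C44 too. The noise of this array, 0.17, was near the lowest of the 7. No technical or biological explanation was tested for this dog.

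On chromosome 9, the 6 probes from 42300700 to 42317139 had a mean log2 ratio of 0.11 in C64 and of 3.07 to 3.87 in the other 6 dogs. The authors' deposited lists name CCL7 at the call over these probes in C2, C9, C44 and C61, and at their last 3 probes in C10 and C65. On all 7 arrays the boxer's median signal at these probes was below its own autosomal median, by at least 1.81 on the log2 scale (value −1.81, in C9), as a low copy number state of the reference would need. The dog's own signal there was between −0.36 and 0.67 from its median in 6 dogs and at −4.00 from it in C64. So a candidate explanation is that these sequences are missing or diverged in the boxer and in C64. Between 0 and 4 of the 6 probes were not well above background in the boxer, so the ratios are not exact: with normexp they were 0.96 to 2.51 in the 6 dogs and −0.24 in C64. A difference of sequence at the probes and a loss of copies cannot be separated by these arrays.

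The noise between neighbouring probes was 0.30 in C9 and 0.16 to 0.22 in the other 6 dogs. A low signal is argued against, since the median boxer signal of that array was 283, the highest of the 7. A slow wave along the chromosomes is argued against too, since it cancels between neighbours: with a running median over 50 probes on either side of each probe taken off, this noise stayed at 0.304 in C9. For the spread of the means of windows of 46 probes a wave is left undecided. It fell from 0.125 to 0.0481 in C9 with the running median taken off, but that step removes any slow change, whatever its origin. The quality of the DNA and the labelling stay open. No biological explanation was tested.

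The same array had 6074 probes in calls, against 403 to 585 in the other dogs. The number depends on the setting. With normexp C9 had 457, fewer than C61 with 747 and C64 with 510, with a minimum ratio of 0.40 it had 647, and with uncentred ratios 3707. With the running median taken off, 161 probes in calls were left in C9 and 242 to 423 in the others. This cannot tell a wave from real long gains, because taking off this running median removes any call much longer than its window, whatever its origin. Whether a wave may account for these calls stays open.

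On chromosome X, the 30 probes from 74815606 to 75303247 (488 kb) had a mean log2 ratio of −4.00 in C10, −3.56 in C64 and −3.88 in C65, the 3 pugs, and between −0.09 and 0.05 in the other 4 dogs. The paper does not name this loss. It mentions further CNVs without showing them and states that all were already known as polymorphic in dogs. Whether this loss is among them is not said. The authors' deposited lists call the loss in these 3 dogs, in several pieces, as the calls made here do. The dog's channel was not well above background at 20, 17 and 20 of these probes. With each signal raised to the lowest one well above background on its array, the ratio in these dogs was at least 8.22-fold, 7.53-fold and 9.38-fold lower than in the boxer. The slide is argued against, since C10 on the first slide is as low (−4.00) as both dogs on the second. So is the position on the slide, since C44, on the position of C65, was at −0.0106. A copy number state of the boxer is argued against by the mean of −0.0109 over the other 4 dogs. Dim probes are argued against too, since at most 1 of the 30 probes was not well above background in the boxer's channel of any array. The loss follows the breed (exact permutation test, two-sided p = 0.0286, the smallest that 35 splits allow), but the breed was noticed from these values and 3 pugs may share close ancestors, which cannot be told apart from breed with these dogs. Outside this interval, 101 probes set the pugs apart from all other dogs by at least 0.5, more than for any of the other sets of 3 dogs among the 35, the next having 58. Whether the sequence is missing or diverged in the pugs was not tested. With normexp, which lifts low signals, the means were −1.64, −1.56 and −1.57.

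In C61, a gain covered 132 probes from 48206995 to 50178841 on chromosome 6 with a mean log2 ratio of 0.78, against −0.13 to −0.02 in the other 6 dogs. A copy number state of the boxer is argued against by the mean of −0.0589 over those dogs. Noise of the array is argued against, since the highest other window of 132 probes on it was at 0.37. The level lies between log2(3/2), 0.58, and log2(4/2), 1. A gain carried by this dog is a hypothesis that stays open, and so are a mosaic state and the quality of this 1 DNA sample. Table 1 lists no CNV there, and the authors' deposited list for C61 holds this gain, with the same ends and a mean of 0.79. The paper does not say whether it is among the further CNVs that it mentions, without data, as known polymorphisms.

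In C65, a gain covered 56 probes from 32120145 to 32906032 on chromosome 18 with a mean log2 ratio of 0.44, against −0.05 to 0.06 in the other 6 dogs. The SD of the means of windows of 56 probes on this array was 0.042, so the usual spread of its noise is argued against. The highest other window of 56 probes on the array was at 0.62, and 2 of 2887 windows lay as high. Gains called elsewhere were not left out of these windows, such as the run of 15 probes on chromosome 5, at 2.03 in C65. Whether the 2 windows hold real gains was not tested, so they cannot show that noise reaches this level. A rare stretch of noise stays open. The authors' deposited list for C65 holds the gain on chromosome 18 too, with a mean of 0.45. Both single-dog gains changed by less than the spread over their probes under all 6 alternative ways of processing the signals.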

How the results depend on the processing

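No gain or loss over a region of Table 1, no named call and no run of probes changed its sign under the alternatives run, but some calls over regions of Table 1 were lost. With a threshold of 10 these were CNV 1 and CNV 2 in C2, CNV 1 in C9, CNV 4 in C10 and CNV 2 in C61, with a minimum ratio of 0.40 CNV 1 in C2, CNV 4 in C10, CNV 5 in C44 and CNV 6 in C61, with normexp CNV 5 in C44, with loess CNV 4 in C10, and with dim probes left out CNV 1 in C9. CNV 2 in C9, not called in the main setting, was called only with the added weights and threshold of 5. The alternatives added after seeing the data are the rule for nested calls used at first and the error weights combined with a threshold of 5. Each dog is 1 replicate, in the order C2, C9, C10, C44, C61, C64 and C65. No paired analysis was possible because there is a single condition and each dog has 1 array.

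Of the means over the regions of Table 1 under the alternatives, 93 stayed within the window error and 19 did not. Under loess these were CNV 1 in C2 (−0.43) and C10 (−0.51), CNV 2 in C2 (0.36), C9 (0.24), C10 (0.44), C61 (0.44) and C64 (0.39), CNV 4 in C10 (0.20), CNV 5 in C44 (−0.42), and CNV 6 in C61 (−0.44) and C64 (−0.73). Under normexp they were CNV 1 (−0.32) and CNV 4 (0.41) in C10, CNV 3 (0.63) and CNV 5 (−0.25) in C44, and CNV 6 (−0.60) and CNV 2 (0.65) in C65. With the median over probes they were CNV 2 in C2 (0.38) and C64 (0.42). The cause was not tested.

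On chromosome X, the mean in place of the median gave 0.00 (0.00164) in C10, −0.03 (−0.0288) in C64 and −0.03 (−0.0259) in C65, in which the loss on that chromosome enters the mean. The other 46 values stayed within the spread of the autosomes' medians.

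The size of the duplication in C10 was 577 kb under error weights, penalised segmentation, the log ratio not centred, loess, probes well above background only, and the added weights with a threshold of 5, and 597 kb under the other 7 alternatives. In C44 it was 597 kb under loess and 670 kb under the other 12.

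The 359 calls became 144 with a threshold of 10, 605 with a threshold of 5, 206 with at least 5 probes, 198 with normexp and 728 with the added weights and threshold of 5. The first 3 follow from the stricter or looser rule, and for the others the cause was not tested. With the nested rule used at first there were 349.

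Of the deposited calls, 89.7% were covered by calls made here. This became 46.7% with a threshold of 10, 96.2% with a threshold of 5, 53.3% with at least 5 probes, 81.8% with a minimum ratio of 0.40, 80.4% with error weights, 77.7% with penalised segmentation, 62.2% with normexp, 82.1% with dim probes left out, 97.3% with the added weights and threshold of 5, and 81.4% with the nested rule used at first. Of the calls made here, 74.1% were covered by deposited calls. This became 87.5% with a threshold of 10, 48.8% with a threshold of 5, 82.1% with a minimum ratio of 0.40, 63.3% with error weights, 63.0% with penalised segmentation, 83.3% with normexp, 62.2% with loess, and 40.8% with the added weights and threshold of 5. C9 alone decides some of these values: with error weights 29 of its 159 calls (18.2%) and all 195 of the other 6 dogs were covered, and with the added weights and threshold of 5 it had 445 of the 728 calls, while 91.5% of the 283 calls of the other 6 dogs were covered.

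The 12132 probes called against the reference across dogs (5999 gains and 6133 losses) became 31558 with normexp (12174 gains and 19384 losses), 7137 with loess (3997 and 3140) and 23736 with no minimum ratio (12347 and 11389). With each dog left out in turn they numbered 9458 to 12389, with the slide as a fixed block 10852 and as a random block 14930. The 1 probe called between slides became 0 with normexp, 3 with dim probes left out, 2 with array weights, and 0 to 10 with each dog left out in turn, 10 of them without C10. At an unadjusted p under 0.05, 3743 probes passed in the main setting, 4648 with normexp, 7825 with array weights, 7301 without C9 and 2815 to 4593 with each other dog left out.

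The difference between slides over the left part of CNV 6 lay between −0.42 and −0.33 under the 7 alternatives, with exact two-sided p from 0.0571 to 0.114.

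Over the single intervals named, values near 0 in dogs without the gain or loss changed sign under some alternatives, such as C64 over the CCL7 interval, to −0.24 with normexp. Signal over background limits the loss on chromosome X, the gain over the CCL7 interval and some of the runs across dogs, which shrank with normexp. On one array at most 581 of the 173934 spots were not well above background.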

Differences from the paper's values

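Over CNV 1 the paper's values are −0.7 in C2, −0.8 in C9 and −0.75 in C10, and the means here were −0.33, −0.47 and −0.41. Over CNV 5 in C44 the paper's value is −0.9 and the mean here, over unlike parts of the region, was −0.35. Over CNV 6 the paper's value is −0.8 in C61, C64 and C65, and the means here were −0.35, −0.65 and −0.68. None of the 7 alternatives set before the data were examined (normexp, the log ratio not centred, loess, the series table, dim probes left out, flagged spots kept, the median over probes) came within the window error of these values. The authors' deposited lists give mean log2 ratios of −0.31 in C2 and −0.39 in C10 for the loss at CNV 1, −0.33 for CNV 5 in C44, −0.34 and −0.61 for CNV 6 in C61 and C64, and −0.40 and −0.71 for the 2 parts of the loss in C65.

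Over CNV 3 in C10 the paper's value is 0.5 and the mean here was 0.57. Loess, at 0.53, came within the window error of 0.05, and the other 6 alternatives set before the data were examined did not.

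The paper's size of CNV 2 in C64 is 541 kb, and the gain called here spans 276 kb. Among the alternatives set before the data were examined, normexp gave 552 kb and the other 10 stayed at 265 to 276 kb. The authors' deposited list has the same ends as the call made here.

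The paper's size of CNV 6 in C65 is 809 kb. Here the loss fell into 2 calls, of which the one with the larger overlap spans 477 kb. Among the alternatives set before the data were examined, a threshold of 10 and error weights gave a single call of 685 kb, which is within 1.5 times the paper's size. The other 9 gave 224 to 477 kb.

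Table 1 lists the gain CNV 2 in C9. The mean over its probes in C9 was 0.45, but no gain was called there, under the main setting or under any of the 11 alternatives set before the data were examined. Error weights combined with a threshold of 5, chosen after seeing the values, called 2 gains there, the larger of 432 kb with a mean of 0.68. The authors' deposited list for C9 holds no call in the complex region.

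Table 1 gives the same end of the duplication for both dogs. Here the call ended at 11614373 in C10 and at 11687211 in C44, and the authors' deposited lists give 11593990 and 11687211.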

Other observations

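The tests in this part on the end of the gain in C44, on the slide as the cause of the difference over the left part of CNV 6, on the depth of the losses and on the probes that set the pugs apart were chosen after the results had been seen. The limma tests across dogs and between slides, the permutation test of the left part of CNV 6 between slides and the levels of chromosome X had been set before.

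The median log2 ratio of chromosome X lay between −0.01 and 0.02 in the 7 dogs, each against the boxer female, from the 8676 probes of that chromosome. On each array it lay within the range of the medians of the 38 autosomes. The paper gives an XX karyotype for the dogs, and as many X chromosomes in the dog as in the boxer would give a level near 0. The number of X chromosomes was not measured in another way here.

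In C44 the gain over CNV 3 went on past its end in Table 1. Over the 6 probes from 11602194 to 11687158 the mean log2 ratio was 0.47 in C44 and −0.05 in C10. Probes that read high in every dog are argued against as its cause, since the 5 dogs without a reported duplication averaged −0.10 ± 0.16 (SD, n = 5) there. C64, at 0.15, was the highest of these 5, and over the last 3 of the 6 probes, from 11670494 to 11687158, it was at 0.48, as high as C44 at 0.49, while the other 5 dogs, C10 among them, lay between −0.30 and 0.09. So the last part of the gain in C44 is shared by a dog without a reported duplication, and whether it belongs to the duplication is open. The probe before these 3, at 11636629, was low in C64 (−0.68) and in the other 4 dogs without a reported duplication (−0.87 to −0.54), against 0.09 in C44 and −0.19 in C10, so where the gain ends in C10 is open as well. Whether the duplications of C10 and C44 differ in length or the DNA quality differed was not tested. Between 10414955 and the start of the gain, the array has 2 probes, at 10846786 and 10885028, so the left end is known less well.

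The left part of CNV 6 was lower on slide 2 (−0.42 ± 0.02, SD, n = 3 dogs) than on slide 1 (−0.05 ± 0.29, SD, n = 4 dogs), a difference of −0.38 (exact permutation test, two-sided p = 0.114, with 0.0286 the smallest possible). The slide as the whole cause is argued against by C44, on slide 1, which was at −0.42.

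Over CNV 1, C64 and C65 had lower ratios than the other 5 dogs (−0.81 and −0.90, against −0.47 to −0.30). A larger scale of all ratios on these arrays is argued against, because over CNV 2 the higher of both was 0.55, no higher than C61 at 0.57. A further loss of copies in these dogs is a hypothesis that was not tested in another way.

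The losses of the complex region in C10, C44 and C61 were shallower than log2(1/2), −1. Compression of losses on these arrays is argued against as the whole cause, as far as other losses on them are of 1 copy of 2, which was not tested: each of these 3 arrays had another autosomal loss of at least 10 probes with a mean of −0.81 or lower (−0.93 in C10, −0.89 in C44 and −0.81 in C61). For C2 and C9, whose losses over CNV 1 were shallow as well (−0.33 and −0.47), the deepest other loss of that length was at −0.49 in C2, and C9 had none, so compression is left open there. Shorter losses do not decide it: the one of at least 5 probes nearest to −1, at −0.94 in C2 and −1.02 in C9, was picked for being near −1, and that of C9 lies on chromosome 16 where all 7 dogs were low, so it may be a state of the boxer. For the losses of C44 and C61 before CNV 1, one hypothesis is that the boxer carries 4 copies of the left part of CNV 6. The means of 7 of 7 dogs lay within 1 window error of log2(k/4) for a whole number k: near log2(4/4), 0, in C2 and C9, near log2(5/4), 0.32, in C10, and near log2(3/4), −0.42, in the other 4. This count rests on the processing: against the same errors it was 5 with normexp and 1 with loess. Over CNV 1, where the loss of C10 lies, C9 and C10, 2 of 7 dogs, were within 1 window error of such a level, but this count averages over unlike parts. The 4 probes from 20645758 to 20690388 were at 0.08 in C44 and 0.11 in C61 and between −0.46 and −0.34 in the other 5 dogs. Over the remaining 25 probes, picked out after these values had been seen, 5 of 7 dogs were within 1 such error, C2 at −0.32 and C64 at −0.89 not. The deepest other losses of C64 and C65 reached −0.88 and −0.95, not −1, so the levels themselves are uncertain. With 2 copies in the boxer, 2 of 7 dogs lay within 1 window error of a level over the left part of CNV 6. The hypothesis was formed from the same values, and a larger number of copies in the reference gives more closely spaced levels, which are easier to meet, so the count of 7 leaves it open and it may be wrong. No absolute copy number was measured.

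Across the 7 dogs, limma with Benjamini-Hochberg adjustment called 12132 of 171534 probes as different from the boxer, 5999 higher and 6133 lower. Few of them lay in runs: 68 runs of gain of at least 3 called probes held 279 of them, and 25 runs of loss held 114. A difference shared by the dogs can be a state of the boxer, whose own spread the test leaves out. With no dye swap, an effect of the dye at a probe would repeat on every array, and the test cannot tell it from a difference in copy number. The runs with the largest means were gains of 4.00 over 3 probes from 32242377 on chromosome X, 2.93 over 6 probes from 42300700 on chromosome 9, the CCL7 interval, 1.56 over 15 probes from 81162548 on chromosome 5, 1.07 over 3 probes from 13463886 on chromosome 9 and 0.94 over 4 probes from 26046914 on chromosome 2, and losses of −3.00 over 7 probes from 30238737 on chromosome 26, −1.44 over 3 probes from 43765527 on chromosome 11, −0.96 over 3 probes from 38827644 on chromosome 2, −0.78 over 4 probes from 5244137 on chromosome 33 and −0.71 over 11 probes from 61915282 on chromosome 16. Some of these means rest on dim probes and their order is not stable. With normexp the run on chromosome X was at 1.57, below chromosome 5 at 1.63, the CCL7 interval at 1.42, and the losses on chromosomes 26 and 11 at −0.97 and −1.15. With dim probes left out, the run on chromosome X was at 3.14 and that on chromosome 26 at −1.51. The highest adjusted p from limma in these runs was 0.0164. All 7 dogs showed the direction of each run, with C64 at 0.11 over the CCL7 interval.

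Between slides, limma called 1 of 171533 probes, at 5307469 on chromosome 3 (difference −1.95, adjusted p = 0.0131 from limma), and 3743 at an unadjusted p under 0.05. As many were called in 10 of the 35 splits into 3 and 4 dogs, the real one included, so chance is not excluded. C61, C64 and C65 lay between −2.29 and −1.96 there and the dogs of slide 1 between −0.57 and 0.02.

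The split of the pugs against the other dogs gave 120 called probes in limma, the most of the 35 splits (1 of 35 as large), with 32 in the next. This does not exclude chance, because the split was chosen after the loss on chromosome X had been seen and 1 of 35 is the smallest share possible. The pugs lie on both slides, 1 on the first and 2 on the second. Of these probes, 29 lie in the loss on chromosome X, and of the other 91, 68 were lower in the pugs. Whether breed or shared ancestors may account for these probes is left open, as for the 101 probes with a gap of at least 0.5.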
